# Characterization of the mammalian RNA exonuclease 5/NEF-sp as a testis-specific nuclear 3′ → 5′ exoribonuclease

**DOI:** 10.1261/rna.060723.117

**Published:** 2017-09

**Authors:** Sara Silva, David Homolka, Ramesh S. Pillai

**Keywords:** NEF-sp, LOC81691, Q96IC2, REXON, RNA exonuclease 5, REXO5, 2610020H08Rik

## Abstract

Ribonucleases catalyze maturation of functional RNAs or mediate degradation of cellular transcripts, activities that are critical for gene expression control. Here we identify a previously uncharacterized mammalian nuclease family member NEF-sp (RNA exonuclease 5 [REXO5] or LOC81691) as a testis-specific factor. Recombinant human NEF-sp demonstrates a divalent metal ion-dependent 3′ → 5′ exoribonuclease activity. This activity is specific to single-stranded RNA substrates and is independent of their length. The presence of a 2′-*O*-methyl modification at the 3′ end of the RNA substrate is inhibitory. Ectopically expressed NEF-sp localizes to the nucleolar/nuclear compartment in mammalian cell cultures and this is dependent on an amino-terminal nuclear localization signal. Finally, mice lacking NEF-sp are viable and display normal fertility, likely indicating overlapping functions with other nucleases. Taken together, our study provides the first biochemical and genetic exploration of the role of the NEF-sp exoribonuclease in the mammalian genome.

## INTRODUCTION

Spermatogenesis is the process by which sperm cells are produced in the male germline. Early events in this process include differentiation of embryonic primordial germ cells (PGCs) to form prospermatogonia, and later spermatogonia and spermatogonial stem cells (SSCs) (Hilscher et al. 1974). These undergo multiple rounds of amplification via mitotic divisions, which end in production of spermatocytes that enter meiosis (Bellvé et al. 1977). The spermatocytes complete meiosis to generate haploid round spermatids that enter a differentiation process called spermiogenesis which results in compaction of chromatin by removal of histones and their replacement with protamines. This is accompanied by other cellular events like formation of the acrosome that contains enzymes essential for fertilization of the egg, and formation of the flagella required for motility. Given the progressive chromatin compaction and its unavailability for transcription, some RNA products are already generated early in the spermatocytes and stored in cytoplasmic granules for translation later during spermiogenesis (Eddy 1995). Thus, RNA processing events are critical for successful completion of spermatogenesis (Dadoune et al. 2004).

Ribonucleases play an essential role in control of gene expression. All messenger RNAs (mRNAs) require ribonuclease-mediated processing to create their final 3′ ends: poly(A) tails of most mRNAs or the hairpin structure of replication-dependent histone mRNAs (Colgan and Manley 1997; Schümperli and Pillai 2004). Functional noncoding RNAs like rRNAs, tRNAs, miRNAs, piRNAs, etc. are produced as precursors that need additional ribonuclease cleavage events to produce mature RNA molecules (Allmang et al. 2000; Ghildiyal and Zamore 2009). Ribonucleases also act in important quality control steps like nonsense-mediated decay (NMD) where mistakes in transcript production that lead to premature stop codons are recognized, and such transcripts are eliminated (Mühlemann and Jensen 2012). Once these RNAs have served their purpose, removal by degradation also requires a number of ribonucleases, a step that is essential in maintenance of cellular homeostasis (Makino et al. 2013).

In our search for testis-specific nucleases, we identified the previously uncharacterized mammalian nuclease RNA exonuclease 5 (REXO5 or NEF-sp) be specifically enriched in testicular transcriptomes. We demonstrate that *Nef-sp* is exclusively expressed in mouse testes. Recombinant human NEF-sp (hNEF-sp) protein is a 3′ → 5′ exoribonuclease that acts on single-stranded RNA in a distributive manner. Modification of the RNA 3′ end is inhibitory for this activity. Ectopically expressed hNEF-sp localizes to the nucleolus in human cell cultures and this is dependent on an amino-terminal nuclear localization signal. In contrast, mouse NEF-sp is uniformly nuclear in both mouse and human cell cultures. The *Nef-sp* knockout mice are viable and fertile, indicating potential complementation by other nuclease(s). This study sheds light on the biochemical and physiological relevance of the NEF-sp exoribonuclease.

## RESULTS

### NEF-sp is a testis-specific protein

A search for potential nucleases in testis transcriptomes led to the identification of human NEF-sp (accession no. NP_001185982) as an uncharacterized protein. It is variously known in the databases as LOC81691 or Q96IC2_REXON or 2610020H08Rik or RNA exonuclease 5 (REXO5), but in this report we will refer to it as NEF-sp. We first performed reverse transcription PCR (RT-PCR) analysis using total testes RNA (Fig. 1A). Similar to the testis-specific piRNA pathway factor *PIWIL2/Mili* (Kuramochi-Miyagawa et al. 2001), the *Nef-sp* transcript was detected in both human and mouse testes. Analysis of total RNA from various mouse tissues indicates exclusive expression of *Nef-sp* in the testes (Fig. 1B). We failed to detect the transcript in commonly used human cell cultures like HeLa or HEK293T (Fig. 1B). To study it further, we cloned complementary DNAs (cDNAs) for *Nef-sp* from human and mouse testicular total RNA. The cloned human cDNA (accession no. NP_001185982) encodes for a 774 amino acid (aa) human NEF-sp (hNEF-sp) protein that is composed of an amino-terminal nuclease domain followed by two carboxy-terminal tandem RNA-recognition motifs (RRMs) (Fig. 1C). We identified two isoforms of the mouse *Nef-sp*: a full-length long isoform encoding for a protein of 784 aa (accession no. KY853396), and a shorter carboxy-terminal splice variant encoding for a protein of 696 aa (accession no. KY853397). Both the mouse proteins have the same domain architecture, but the shorter isoform carries changes downstream from the RRM domains (see Materials and Methods).

**FIGURE 1.**
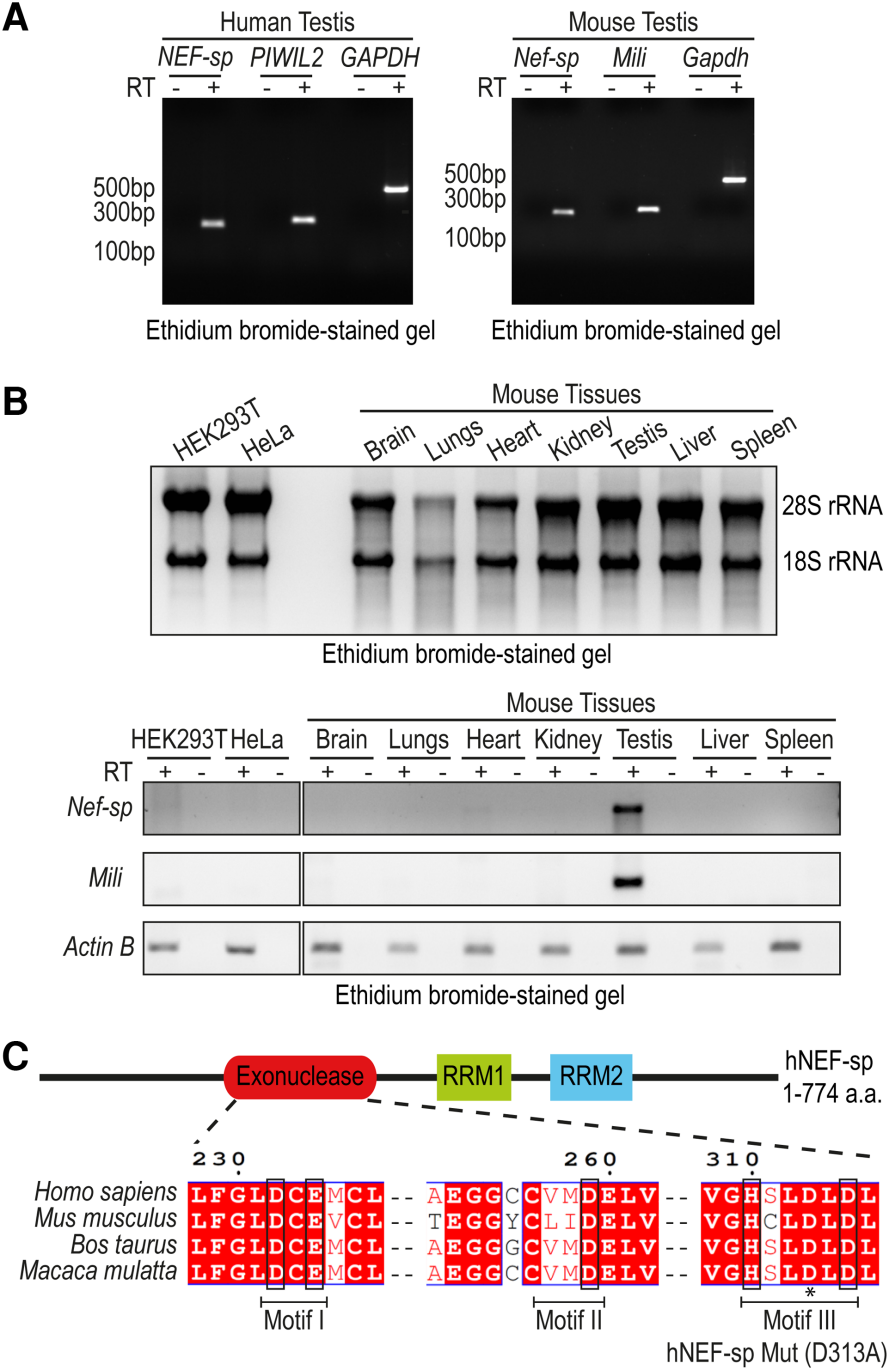
Mouse *Nef-sp* is exclusively expressed in the testes. (*A*) *Nef-sp* transcript is detected in total RNA from human and mouse testes using reverse transcription PCR (RT-PCR). Testis-specific human *PIWIL2* or mouse *Piwil2/Mili* and ubiquitously expressed *Gapdh* serve as controls. (*B*) Quality of total RNA isolated from human cell cultures (HeLa and HEK293) and different mouse tissues is indicated by ethidium bromide staining to reveal the 28S and 18S rRNAs (*top* panel). RT-PCR analysis of *Nef-sp*, *Mili*, and *Actin B* in the different RNA samples (*lower* panel). Reactions carried out without (−) and with (+) reverse transcriptase (RT) are shown. (*C*) Domain organization of human NEF-sp (hNEF-sp) showing the nuclease domain and two RNA-recognition motifs (RRMs). The conserved residues DEDDh (in boxes) distributed in three motifs, and the point mutation (D313A) introduced in motif III, are indicated.

### NEF-sp is a divalent metal ion-dependent 3′ → 5′ exonuclease

To examine its biochemical properties, we produced a recombinant version of the full-length human NEF-sp with an amino-terminal 6xHis-Strep-SUMO fusion tag (Fig. 2A). This tagged protein alone was incubated with a 5′-end labeled 40-nt single-stranded RNA (ssRNA) (Table 1), and the reaction products were resolved by 15% denaturing urea polyacrylamide gel electrophoresis (PAGE). This did not reveal any activity (Fig. 2B). Supplementing the reaction with divalent metal ions (Mg^2+^ or Mn^2+^) resulted in appearance of an RNA ladder, indicative of nuclease activity (Fig. 2B). We note that even when present at lower concentrations, the Mn^2+^ ion (2.5 mM) showed a stronger stimulation of the nuclease activity compared with the Mg^2+^ ion (25 mM). This is likely due to the relaxed coordination properties of Mn^2+^, compared with the stringent coordination geometry requirement of Mg^2+^ (Yang et al. 2006). The Mg^2+^-dependent exonuclease activity of human NEF-sp is completely blocked by incubation with the Mg^2+^-chelating agent EDTA (Fig. 2B). Given that the RNA substrates are 5′-end labeled, we conclude that human NEF-sp has 3′ → 5′ exonuclease activity, with the nuclease acting on all the available ssRNA substrates and degrading it in a distributive manner, giving rise to the ladder-like pattern of degradation products.

**FIGURE 2.**
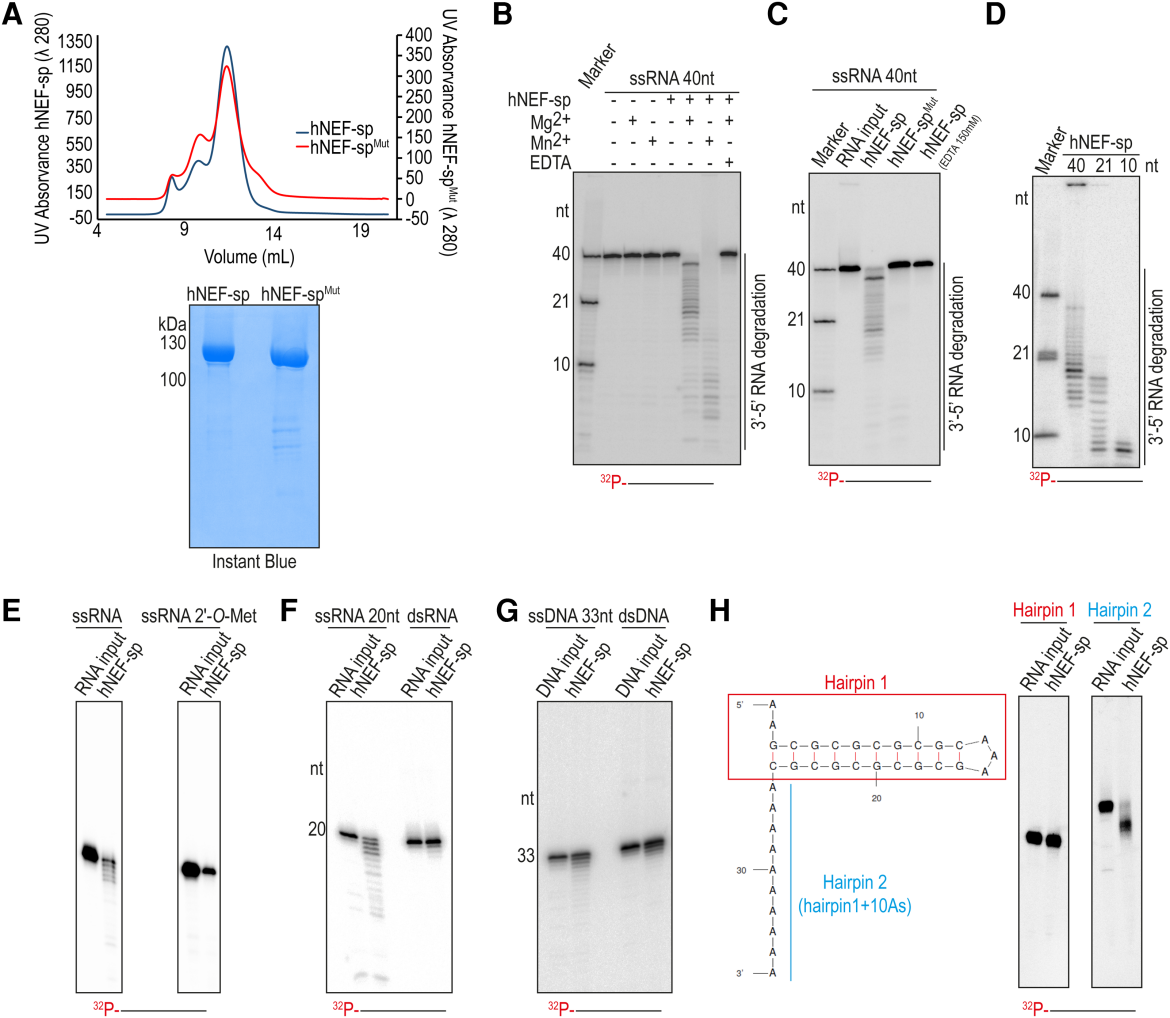
Human NEF-sp is 3′ → 5′ exoribonuclease that acts on single-stranded RNAs. (*A*) Quality of recombinant human NEF-sp wild-type and point mutant (D313A; hNEF-sp^Mut^) proteins used for nuclease assays as visualized by Instant Blue staining. The size-exclusion chromatography profiles for the proteins are shown. The identical profiles point to an absence of dramatic structural changes in the mutant protein. (*B*) Nuclease assay with a 5′-end labeled (with [^32^P-γ]ATP) 40-nt single-stranded RNA (ssRNA) and wild-type hNEF-sp protein. (*C*) Nuclease assays with wild-type and point-mutant (hNEF-sp^Mut^) hNEF-sp proteins. (*D*) Nuclease assay with ssRNA substrates of different lengths (40, 21, and 10 nt). The 10-nt RNA substrate is still digested down to at least 8–7 nt fragments. (*E*) Nuclease assay with an ssRNA carrying a 3′ terminal 2′-*O*-methyl modification. The RNA substrate is not degraded by NEF-sp (*right* panel), while the unmodified ssRNA with the same sequence is digested (*left* panel). (*F*) Reactions with 20-nt ssRNA or a 20-bp double-stranded RNA (dsRNA). Only the ssRNA is digested. (*G*) Reactions with 33-nt ssDNA or a 33-bp dsDNA indicating lack of activity to DNA substrates. (*H*) Nuclease assay using hairpin RNAs without (Hairpin 1) and with (Hairpin 2) a 3′ overhang. The structure of the hairpins as predicted by the RNA folding program Mfold is shown. Note the digestion of the single-stranded 3′ extension in Hairpin 2, but not of the double-stranded region. This experiment also shows lack of endonuclease activity on the single-stranded loop of the hairpin. Products are resolved in a 15% urea polyacrylamide gel. Markers are 5′-end labeled ssRNAs and length in nucleotides (nt) are indicated.

**TABLE 1.**
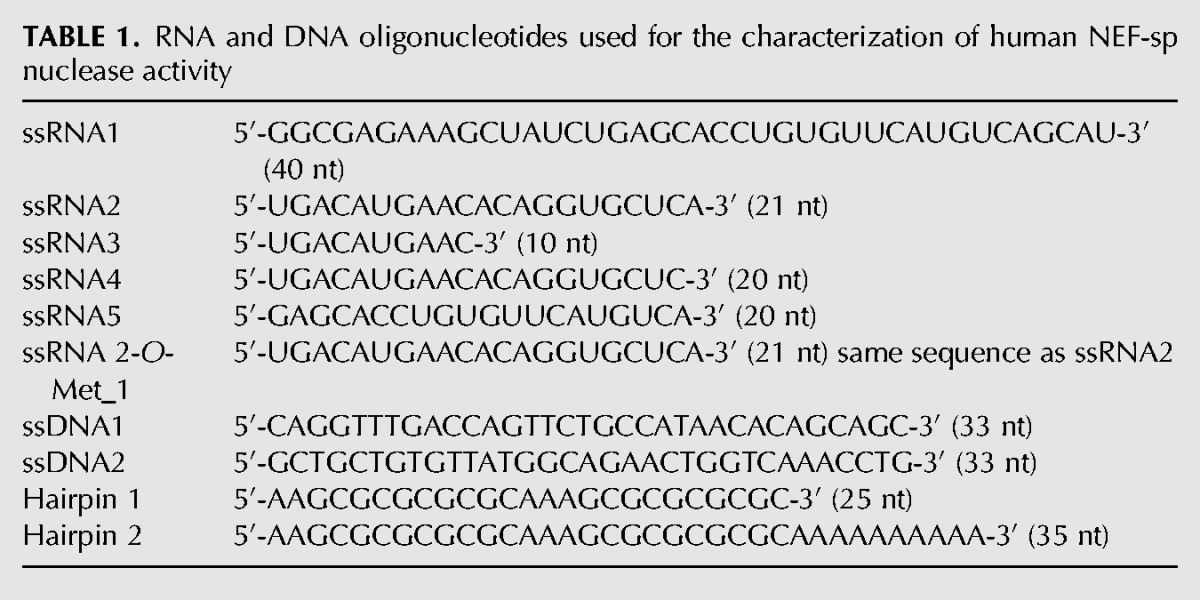
RNA and DNA oligonucleotides used for the characterization of human NEF-sp nuclease activity

Protein sequence analysis of NEF-sp identifies it as a member of the DEDD family of nucleases with the presence of four invariant acidic residues (D–E–D–D) distributed in three sequence motifs (Fig. 1C; Zuo and Deutscher 2001). The presence of a histidine in the motif III [H-x(4)-D] further identifies NEF-sp as belonging to the DEDDh subfamily. In other family members, these conserved residues are essential for coordination of two divalent metal ions required for catalytic activity. We prepared a point mutant (hNEF-sp^Mut^) version of the protein carrying a single amino acid substitution (D313A) within the motif III. The purified mutant protein behaves identical to the wild-type protein during size-exclusion chromatography, indicating lack of any gross conformational changes (Fig. 2A). Importantly, this mutation inactivates the enzyme, confirming that the nuclease activity we observe is inherent to hNEF-sp (Fig. 2C). Taken together, these results show that human NEF-sp is a divalent metal ion-dependent 3′ → 5′ exonuclease.

### Human NEF-sp acts on single-stranded RNAs

To examine the specificity of the enzyme, we incubated it with different nucleic acid substrates. First, we probed the accessibility of the catalytic pocket to single-stranded RNAs of different lengths. A 40-nt ssRNA was very efficiently used as a substrate, as already observed above. Similarly, a 21-nt and a 10-nt RNA were also used as substrates (the lane marked “marker” shows the actual undigested substrates used) (Fig. 2D). The 10-nt RNA was digested down to at least 7 nt, indicating a minimum length requirement for the ssRNA substrate to reach into the catalytic pocket of the enzyme. The 2′-*O*-methyl modification on the 3′ terminal nucleotide of RNAs is proposed to act as a stabilizing mark by protecting them from exonucleases (Ji and Chen 2012). When hNEF-sp was incubated with ssRNA carrying such a 3′ end modification, the RNA remained undigested (Fig. 2E). This shows that 2′-*O*-methyl modification of the RNA at the 3′ end hinders the activity of hNEF-sp.

Next, we examined whether double-stranded RNA (dsRNA) could be used as a substrate. When a 20-nt ssRNA was provided as a substrate, it was cleaved by the NEF-sp enzyme (Fig. 2F). However, we did not observe any activity when this sequence was preannealed with its complementary strand to make a 20-bp dsRNA duplex prior to incubation with the enzyme (Fig. 2F). This suggests that dsRNAs are not accommodated within the catalytic pocket of the enzyme. Furthermore, DNA was also a poor substrate for the enzyme in both its single-stranded and double-stranded forms (Fig. 2G). When offered structured RNAs, hNEF-sp left a 25-nt hairpin RNA (Hairpin 1) intact (Fig. 2H). However, when incubated with the same hairpin RNA, but now carrying a 3′ overhang composed of 10As (Hairpin 2), hNEF-sp was able to degrade the single-stranded region, leaving the structured part untouched (Fig. 2H). Furthermore, the above experiment also shows that hNEF-sp is not an endonuclease, as the single-stranded loop region was not cleaved. Taken together, we show that hNEF-sp is an Mg^2+^-dependent 3′ → 5′ exonuclease acting on ssRNAs and is inhibited by the presence of a 2′-*O*-methyl modification at the 3′ end of the substrate.

### Human NEF-sp is nucleolar while mouse NEF-sp is nuclear

To study its subcellular localization, we transiently expressed HA-tagged versions of NEF-sp in human HeLa cell cultures (Fig. 3A). The full-length HA-hNEF-sp protein efficiently accumulated in the nucleolus of transfected cells (Fig. 3B). Computational search for potential nuclear localization signal (NLS) sequences identified two such elements: one at the amino terminus and another at the carboxyl terminus (Fig. 3A). Of these, the amino-terminal signal is critical for nucleolar accumulation, as its deletion restricts the hNEF-sp^ΔNLS^ version to the cytoplasm (Fig. 3B). Also, a large-scale analysis of subcellular localization of human proteins revealed that hNEF-sp correctly localizes to the nucleolar compartment in a monkey cell line (Simpson et al. 2000). Curiously, although the HA-tagged mouse NEF-sp (mNEF-sp) shows nuclear localization, it was clearly excluded from the nucleoli in human HeLa cell cultures (Fig. 3C). We tested localization of mNEF-sp in mouse NIH3T3 cells and the protein was still accumulated in the nucleus while being excluded from the nucleolus, pointing to species-specific differences (Fig. 3D). Similar to the human protein, deletion of the amino-terminal NLS retains the mNEF-sp^ΔNLS^ version in the cytoplasm. The short isoform of mNEF-sp which lacks the predicted carboxy-terminal NLS (Fig. 3A) was still efficiently imported into the nucleus (Fig. 3C). Thus we conclude that the amino-terminal NLS is necessary and sufficient for nuclear/nucleolar import of NEF-sp. Our attempts to examine endogenous mNEF-sp in mouse testes with anti-mNEF-sp antibodies was unsuccessful. Taken together, we propose that NEF-sp is an exoribonuclease that may function in the nuclear/nucleolar compartment.

**FIGURE 3.**
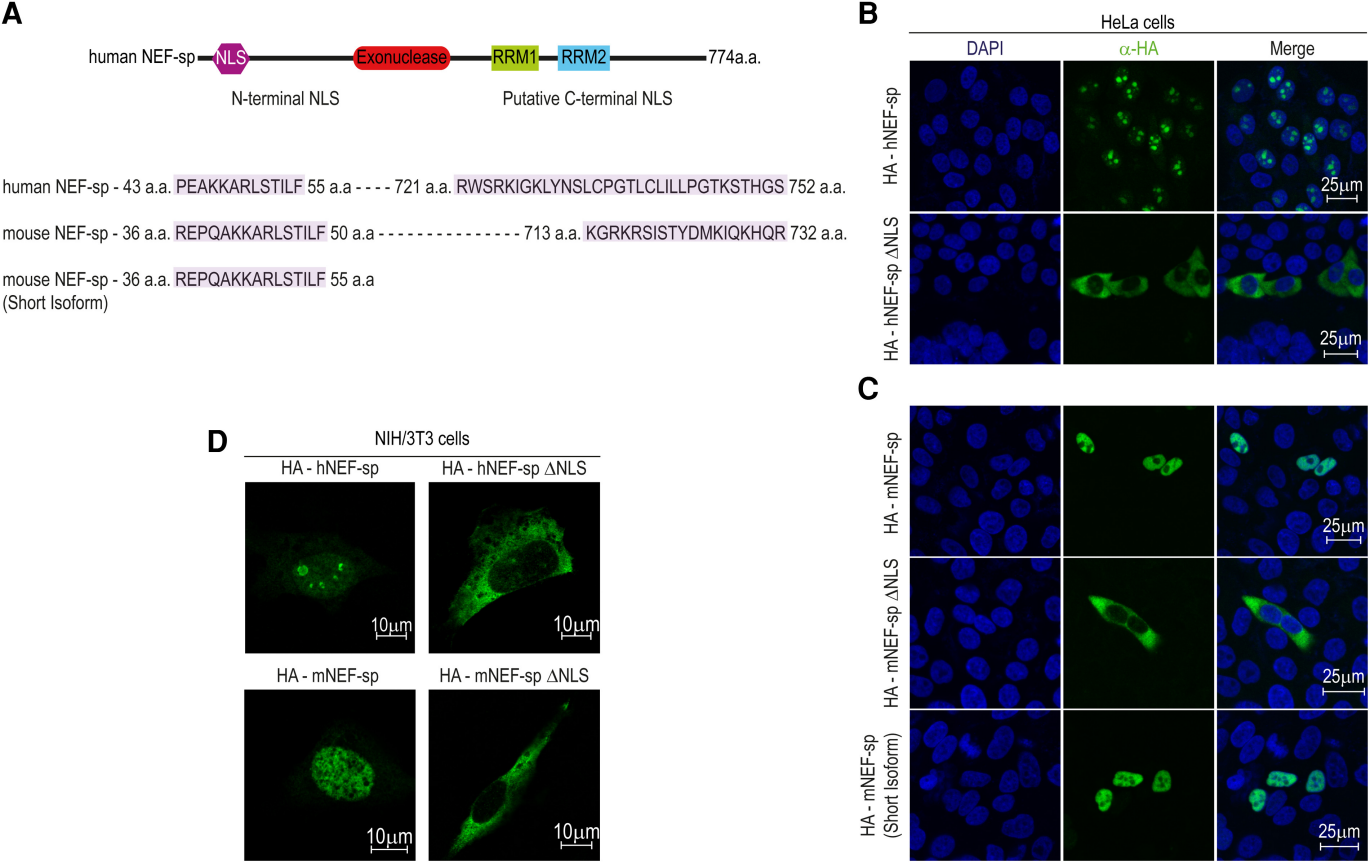
Human NEF-sp localizes to the nucleolus, while mouse NEF-sp is nuclear in human cell cultures. (*A*) Cartoon showing domain organization of hNEF-sp. The nuclear localization signal (NLS) is indicated. The predicted NLS sequences are shown *below* and amino acid (aa) boundaries are indicated. Only the amino-terminal NLS is experimentally proven to be functional. (*B*,*C*) Immunofluorescence analyses of HA-tagged proteins transiently expressed in human HeLa cell cultures. The signal from detection of the HA-tagged protein (green) and DNA with DAPI staining (blue) is shown. A merged image is provided. (*D*) Immunofluorescence detection in transfected mouse NIH3T3 cells. Scale bar in micrometers is shown.

### Analysis of *Nef-sp* knockout mouse

To study the in vivo role of NEF-sp, we introduced a deletion in the *Nef-sp* gene locus in single-cell mouse embryos using the RNA-guided Cas9 genome-editing enzyme (Fig. 4A,B). 

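The *Nef-sp* gene is annotated as 2610020H08Rik (ENSMUSG00000030924) on the plus strand of chromosome 7 of the mouse genome build mm9, from 126937520 to 126992457. The sequence of gRNA L1, TGAAACCAGTATACTTGGTA, matches the minus strand from 126961925 to 126961944, and the next bases on that strand are AGG. The sequence of gRNA R4, ACAGATAGCAGTCCCCTCTT, matches the plus strand from 126961947 to 126961966, and the next bases are TGG. Each guide has 1 perfect match on chromosome 7. Both lie within the exon from 126961897 to 126961985, which is exon 6 of the 13 exons of transcript ENSMUST00000033218 and exon 7 of the 20 exons of transcript ENSMUST00000106520. The nickase form of Cas9 cuts only 1 strand at each guide, so that guides on opposite strands are used as a pair.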

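The 23 bases removed from the *Nef-sp* allele, CAGATAGCAGTCCCCTCTTTGGA, span positions 126961948 to 126961970 of chromosome 7 in mm9. In the reference, they are preceded by TTATCCTTACCAAGTATACTGGTTTCATAA and followed by CTTGACTGTGAAGTGGTAGGTAATGCTTTT. The length of 23 bp leaves a remainder of 2 bases when divided into codons. In both ENSMUST00000033218 and ENSMUST00000106520, whose annotated proteins have 479 and 759 residues, the deleted bases are bases 656 to 678 of the coding sequence. When these transcripts were translated without the 23 bases, the first residue that differed from the annotated protein was number 220, and the change was D220* in both. In another coding transcript, ENSMUST00000084644, translation is annotated to start further downstream, and the same deletion gave D28*. In ENSMUST00000133758, the deleted bases lie in the untranslated region.

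**Figure D1:**
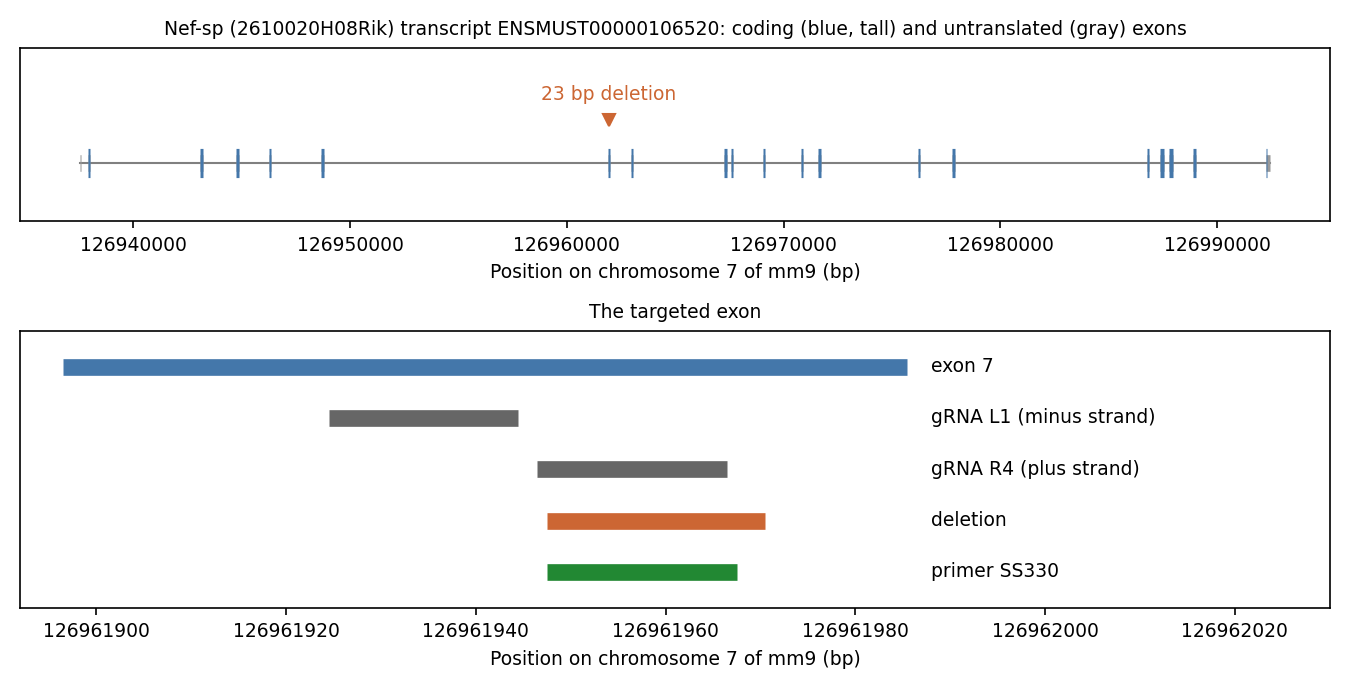
Map of the *Nef-sp* gene (2610020H08Rik) on chromosome 7 of mm9, with positions in bp on the horizontal axes. The upper panel shows the exons of transcript ENSMUST00000106520 with the deletion marked, and the lower panel shows exon 7 of this transcript from 126961897 to 126961985 with both gRNAs, the deleted bases from 126961948 to 126961970 and primer SS330 inside it.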

The generated mutant mice have a 23 bp deletion in the coding sequence, resulting in a premature stop codon (D220*) upstream of the nuclease domain (Fig. 4C,D). We will refer to this as the *Nef-sp* knockout allele (*Nef-sp*^−^). Homozygous *Nef-sp*^−/−^ males displayed normal testes sizes when compared to wild-type animals (Fig. 4E). We report that homozygous *Nef-sp*^−/−^ animals of both sexes display normal fertility and viability. 

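Total testicular RNA was sequenced from *Nef-sp*-/- and *Nef-sp*+/- mice at postnatal day 60, with 2 libraries of each genotype. The control libraries are labeled as heterozygous, as in the legend of Fig. 4F, and are named *Nef-sp*+/- here. The libraries were strand specific and depleted of ribosomal RNA, and were read for 50 cycles. The authors mapped the reads to mm9, kept the reads that matched perfectly, and counted them by feature, annotation category and strand. Their table lists 25745 features in 10 annotation categories with raw counts, and every listed feature has at least 5 reads over the 4 libraries. The total of these counts was 20659865 and 34442517 reads in *Nef-sp*+/- replicates 1 and 2, and 21104999 and 20685289 reads in *Nef-sp*-/- replicates 1 and 2. Replicates differed from each other by more than counting noise over the gene exon sense features with at least 20 reads, with a chi-square per degree of freedom of 8.53 for the *Nef-sp*+/- pair and 3.52 for the *Nef-sp*-/- pair, so each library was treated as 1 sample. From the counts, each annotation category was fitted separately with the quasi-likelihood test of edgeR after TMM normalization, on the features that passed its expression filter, and p-values were adjusted within the category by the Benjamini-Hochberg method. An adjusted p of 0.05 was the threshold. Normalized counts are given per library or as mean ± SD. Because reads were required to match perfectly, a read across the 23-bp deletion could not be counted on the knockout allele, and it is not stated in the paper's text how reads with several matches in the genome were assigned, which bears on repeats and on gene families.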

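Of the reads in the table, gene exon sense reads made up 76.9% ± 0.493 (SD, n = 2) in *Nef-sp*+/- and 76.9% ± 0.694 (SD, n = 2) in *Nef-sp*-/- testes. Repeat sense reads followed with 14.7% ± 0.256 (SD, n = 2) in *Nef-sp*+/- and 14.4% ± 0.372 (SD, n = 2) in *Nef-sp*-/-. Gene intron antisense reads accounted for 2.71% and 2.73% on average, gene intron sense reads for 2.27% and 2.32%, and repeat antisense reads for 2.00% and 2.20%. Every other category was below 1% of the reads. The largest difference in mean share between genotypes was that of repeat sense reads, −0.246 percentage points in *Nef-sp*-/-, which is below the pooled SD of replicates of 0.319 points. In 9 of the 10 categories the libraries of both genotypes overlapped. The exception was miRNA sense, with a share of 0.287% in *Nef-sp*+/- and 0.274% in *Nef-sp*-/-, where the exact two-sided permutation test gave p = 0.333, the smallest p that 2 libraries against 2 allow, and 0.952 after adjustment over the 10 categories. Reads of the category none in Fig. 4F were not used here, so that these shares are of the reads in the other 10 categories.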

Deep sequencing of testicular total RNAs from wild-type and homozygous knockout mice did not reveal any dramatic changes in transcripts belonging to the different annotation categories (Fig. 4F). 

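*Nef-sp* (2610020H08Rik) exon sense reads were reduced in both *Nef-sp*-/- libraries, with normalized counts of 407 and 497, against 1843 and 1693 in the *Nef-sp*+/- libraries. The means were 451.7 ± 64.0 (SD, n = 2) in *Nef-sp*-/- and 1768 ± 106 (SD, n = 2) in *Nef-sp*+/-, a log2 fold change of −1.97 (standard error 0.0921, adjusted p = 4.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 10728 gene exon sense features). The level in *Nef-sp*-/- was 25.6% of that in *Nef-sp*+/-. It was the only gene exon sense feature with an adjusted p below the threshold in this fit, and 515 features had an unadjusted p below 0.05, where 536.4 are expected by chance. Across 8 alternative fits without shrinkage, 1 of them chosen after seeing the data, the log2 fold change of *Nef-sp* lay between −1.99 and −1.96. The median absolute log2 fold change over the gene exon sense features was 0.07, and 0.158% of them had one above 1. *Nef-sp* intron sense reads fell as well, from 200.2 ± 22.9 (SD, n = 2) to 87.6 ± 16.1 (SD, n = 2) normalized counts, a log2 fold change of −1.18 (standard error 0.184, adjusted p = 0.0084 over 3403 gene intron sense features). The intron sense call was lost in 5 of the alternative fits, with adjusted p between 0.0577 and 0.52, among them DESeq2 with an adjusted p of 0.0608. With the replicate number as a block, the intron sense log2 fold change was −1.18 (adjusted p = 9.9e-04 from edgeR). The deviations of same-numbered libraries had a correlation of −0.14 across gene intron sense features, and with the replicate numbers crossed between genotypes, which was chosen after seeing this value, it was −1.19 (adjusted p = 6.3e-12 from edgeR). The number of gene exon sense features below the threshold was 2 with DESeq2 and 99 with the crossed replicate numbers, 42 higher and 57 lower in *Nef-sp*-/-. *Piwil2* and *Actb*, used as controls in the paper's RT-PCR, had exon sense log2 fold changes of −0.09 (adjusted p = 0.956) and 0.01 (adjusted p = 0.992). *Gapdh* had one of 0.17 (adjusted p = 0.956). The paper attributes the reduction of the *Nef-sp* transcript to the deletion, and states that the levels of other mRNAs were unchanged.

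**Figure D2:**
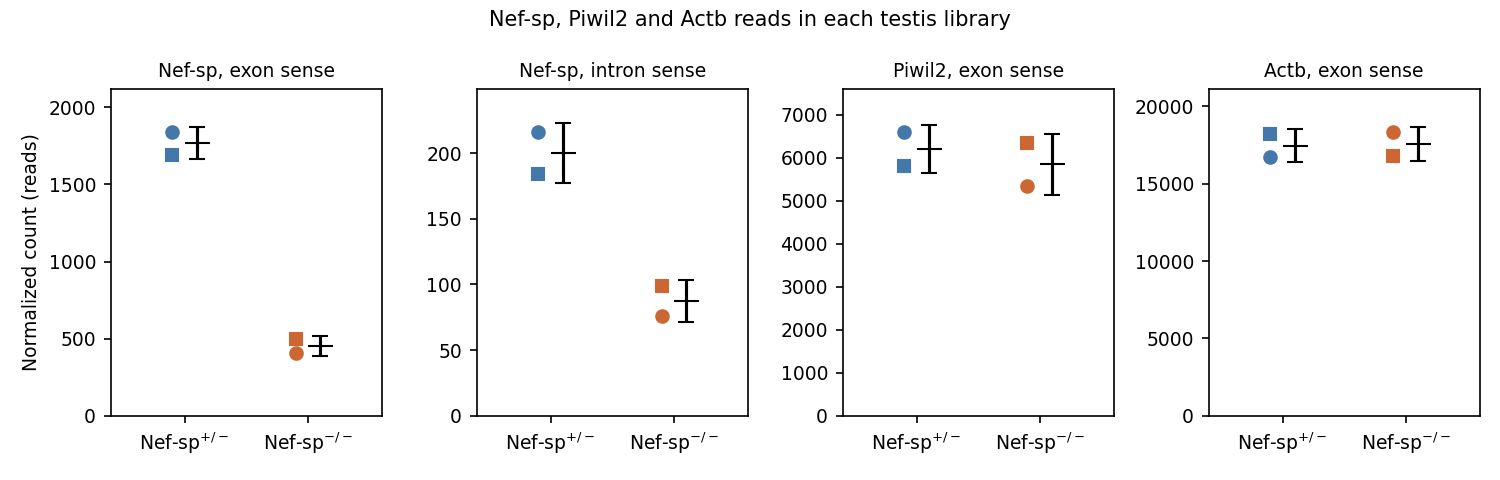
Normalized counts (reads) of *Nef-sp* exon sense, *Nef-sp* intron sense, *Piwil2* exon sense and *Actb* exon sense reads in each library, by genotype. Circles are replicate 1 and squares replicate 2, and black bars give the mean and SD of 2 libraries. Both *Nef-sp*-/- libraries lie below both *Nef-sp*+/- libraries for *Nef-sp*, at 407 and 497 against 1843 and 1693 exon sense reads, while the genotypes overlap for *Piwil2* and *Actb*.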

Closer examination of genic cellular mRNAs showed unchanged levels, except for a dramatic reduction in *Nef-sp* transcript levels in the knockout mutant as expected from the deletion (Fig. 4G). Examination of repeat-associated transcripts reveals a modest increase in RLTR10B, RLTR10B2, and RLTR10-int transposon sequences (Fig. 4H). 

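RLTR10B, RLTR10B2 and RLTR10-int are named in the table as LTR elements of the ERVK class, endogenous retroviral sequences present in many genomic copies whose reads are summed per element. RLTR10B2 sense reads rose from 318.3 ± 3.95 (SD, n = 2) normalized counts in *Nef-sp*+/- to 546.9 ± 26.2 (SD, n = 2) in *Nef-sp*-/-, a log2 fold change of 0.78 (standard error 0.111, adjusted p = 0.0053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 578 repeat sense features). RLTR10B sense reads rose from 227.9 ± 6.70 to 372.5 ± 14.1 (SD, n = 2 each), a log2 fold change of 0.71 (standard error 0.12, adjusted p = 0.011 from edgeR). RLTR10-int sense reads rose from 759 ± 32.2 to 1045 ± 24.4 (SD, n = 2 each), a log2 fold change of 0.46 (standard error 0.0897, adjusted p = 0.027 from edgeR). For each of these elements, both *Nef-sp*-/- libraries were above both *Nef-sp*+/- libraries. The antisense reads of the same elements had log2 fold changes of 0.06 for RLTR10B2, 0.04 for RLTR10B and 0.42 for RLTR10-int, none with an adjusted p below the threshold (0.9997 in each case). The adjusted p of these elements rose most when the libraries were scaled to all reads of the table in place of TMM within the repeat category. The log2 fold changes were then 0.80, 0.73 and 0.48 for RLTR10B2, RLTR10B and RLTR10-int, and their adjusted p 0.339, 0.339 and 0.764. The log2 fold changes themselves moved most with DESeq2's prior on them, to 0.48, 0.39 and 0.33 in the same order. With the replicate number as a block, the values were 0.78 (adjusted p = 0.01), 0.71 (adjusted p = 0.024) and 0.46 (adjusted p = 0.417) from edgeR. The deviations of same-numbered libraries had a correlation of −0.21 across repeat sense features. With the numbers crossed, chosen after seeing this value, they were 0.78 (adjusted p = 3.6e-04), 0.71 (adjusted p = 0.0018) and 0.46 (adjusted p = 0.001). Among the 8 RLTR10 elements listed, 5 had an adjusted p below the threshold when adjusted over the family alone and 3 when adjusted over all repeat sense features. The other two were RLTR10E, with a log2 fold change of 0.68, and RLTR10C, with 0.25, each with an adjusted p of 0.043 over the family and 0.744 over all features. RLTR10E had only 20 and 29 raw reads in *Nef-sp*+/- and 27 and 34 in *Nef-sp*-/-. The family was chosen because the elements that the paper called from the same libraries belong to it. Their small p-values ease the adjustment over the family, which is therefore no independent support for the other two.

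**Figure D3:**
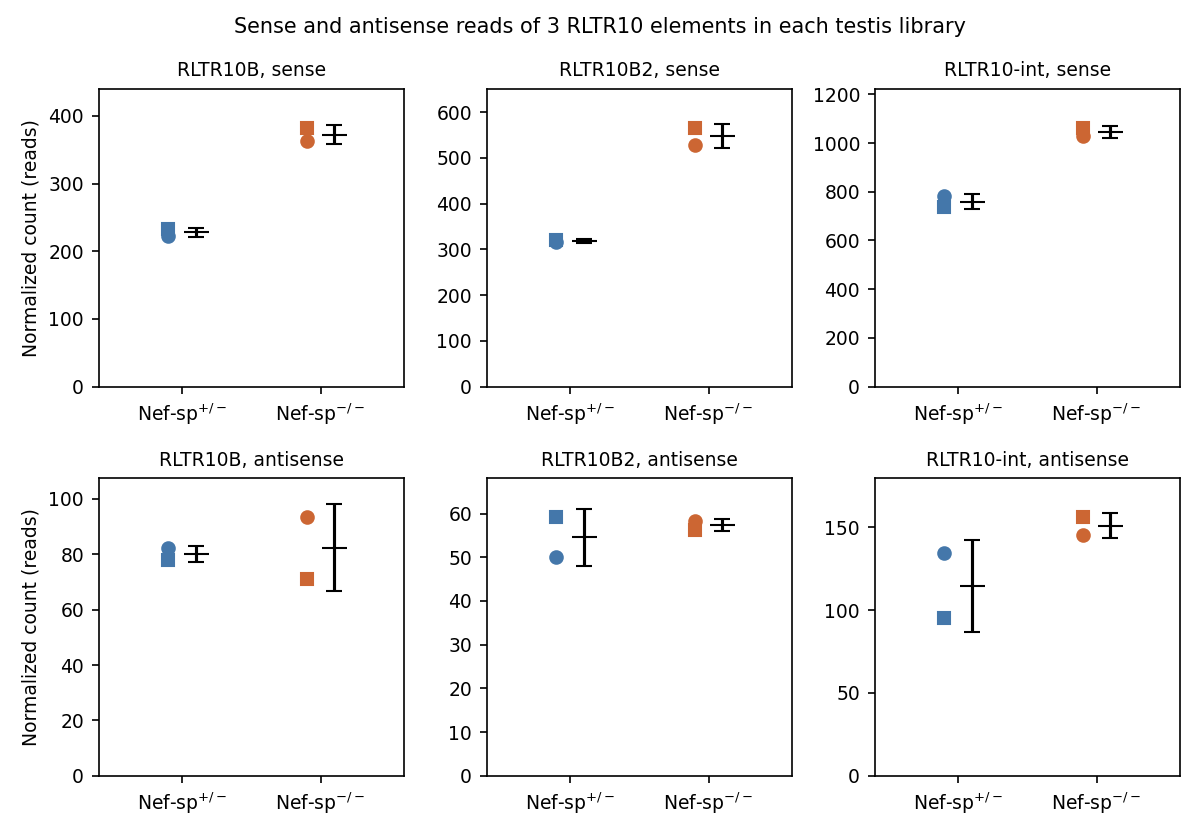
Normalized counts (reads) of RLTR10B, RLTR10B2 and RLTR10-int in each library, with sense reads in the upper panels and antisense reads in the lower panels. Circles are replicate 1 and squares replicate 2, and black bars give the mean and SD of 2 libraries per genotype. For sense reads, both *Nef-sp*-/- libraries lie above both *Nef-sp*+/- libraries for each element.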

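In the repeat sense category, 1 more element passed the threshold in the *Nef-sp*-/- libraries: GSAT_MM, the major satellite repeat, with normalized counts of 39.4 and 54.1 in *Nef-sp*+/- and 166 and 622 in *Nef-sp*-/-. Its log2 fold change was 3.05 (standard error 0.464, adjusted p = 0.0053 from edgeR's quasi-likelihood test), and its value without *Nef-sp*-/- replicate 2 was 1.78. DESeq2 did not call it (adjusted p = 0.135). In this fit, no feature passed in the antisense, ncRNA sense and miRNA sense categories that were tested. With the replicate number as a block, 3 repeat antisense features passed, GSAT_MM, LSU-rRNA_Hsa and SSU-rRNA_Hsa, each higher in *Nef-sp*-/-, and 1 ncRNA sense feature, a snoRNA, which was lower. The snoRNA also passed with libraries scaled to all reads of the table. With the replicate numbers crossed, a fit chosen after seeing the data, 7 repeat antisense features passed, 5 higher and 2 lower. In the same fit, 14 repeat sense features passed, 7 higher and 7 lower. Without a block, at an unadjusted p below 0.05, there were 13 of 553 repeat antisense features, 30 of 1008 gene exon antisense features, 64 of 1421 gene intron antisense features, 4 of 68 ncRNA sense features and 3 of 27 miRNA sense features. The smallest adjusted p in these categories was 0.119, for GSAT_MM, SSU-rRNA_Hsa and LSU-rRNA_Hsa antisense reads, with log2 fold changes of 2.83, 1.13 and 1.00. The ncRNA antisense and miRNA antisense categories, with 4 and 9 features past the expression filter, were not tested. In counts simulated for the same features and library sizes, the test recovered 36 of 50 gene exon sense features changed by 0.5 on the log2 scale and 45 of 50 changed by 1. Among 578 simulated repeat sense features, it recovered 4 of 10 changed by 0.5 and 10 of 10 changed by 1. It also called 15 of 10528 unchanged gene exon sense features. The simulation changed 50 gene exon sense and 10 repeat sense features at each of 0.5, 0.75, 1 and 2. Many true changes ease the Benjamini-Hochberg threshold, so that recovery may be lower where few features change. No pattern shared by libraries other than genotype was simulated.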

We did not observe any other changes in these sequenced transcriptomes. Taken together with the fact that the knockout mutants are fertile, this indicates that loss of NEF-sp is tolerated, perhaps via complementation by an unknown nuclease(s).

**FIGURE 4.**
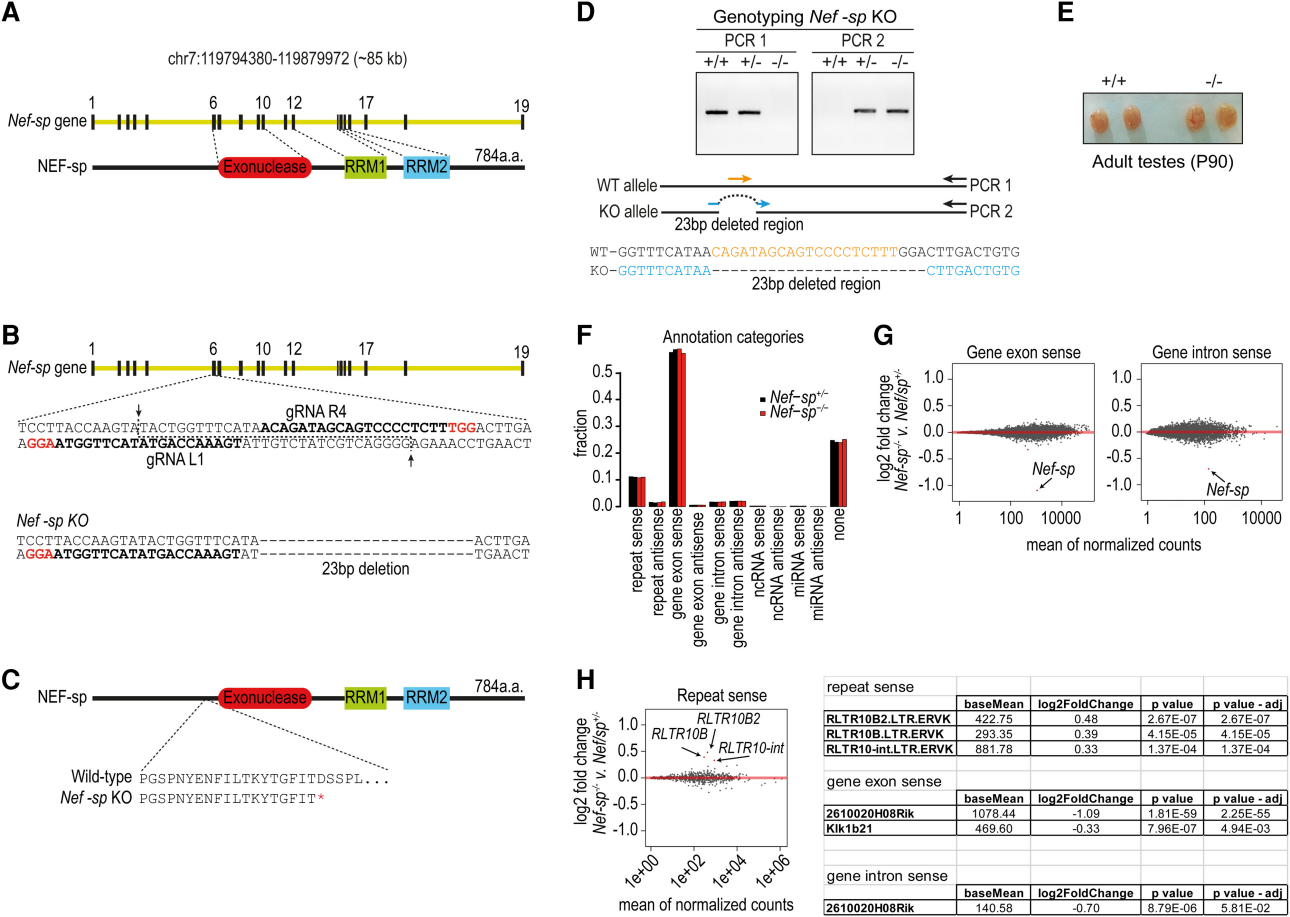
*Nef-sp* knockout mice are viable and fertile. (*A*) Gene organization of mouse *Nef-sp* and mNEF-sp protein domain architecture. (*B*) Guide RNAs (gRNAs) used for generation of a 23-bp deletion in the mouse *Nef-sp* gene locus of single-cell embryos. (*C*) Premature translation stop codon (D220*) introduced by the deletion leading to a truncation of the protein before the nuclease domain. (*D*) Genotyping of the wild-type, *Nef-sp*^+/−^ and *Nef-sp*^−/−^ mice. Cartoon showing the set of primers (represented by arrows) used to distinguish the wild-type allele from the knockout allele. See Materials and Methods for details. (*E*) Representative mouse testes from wild-type and mutant Nef-sp animals showing normal testes size. Mutant mice show normal fertility. (*F*) Analysis of the total testicular transcriptome from heterozygous and homozygous *Nef-sp* knockout mutant mice. Overall genome annotations of reads do not show any changes. (*G*) Comparison of read counts of sense-oriented gene exonic and intronic reads reveal down-regulation of *Nef-sp* transcript, as expected. No other significant change in transcripts is noted. (*H*) Analysis of sense-oriented repeat reads shows an up-regulation of the indicated repeat elements. Table showing fold-changes in read counts of sense-oriented repeat elements and *Nef-sp* transcript.

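Fig. 4H also lists *Klk1b21*, a kallikrein gene. Its exon sense reads had normalized counts of 742 and 506 in the *Nef-sp*+/- libraries and 351 and 332 in the *Nef-sp*-/- libraries, or 624 ± 167 and 341.8 ± 13.1 (SD, n = 2 each). The log2 fold change was −0.84 (standard error 0.154), and the adjusted p from edgeR's quasi-likelihood test was 0.468. DESeq2 gave −0.86 with an adjusted p of 0.0043, below the threshold. Of the other fits, DESeq2 with shrinkage and the fit with crossed replicate numbers, chosen after seeing the data, also called the gene. The paralogs *Klk1b24*, *Klk1b27* and *Klk1b22*, chosen after their values were seen, had log2 fold changes of −0.68, −0.91 and −0.56, and adjusted p of 0.729, 0.721 and 0.954 from edgeR. Of the 849 stretches of 50 bases in the annotated *Klk1b21* transcript, 239 (28.2%) also occur in transcripts of other genes.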

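The log2 fold changes in the authors' deposited table are −1.09 for *Nef-sp* exon sense reads, −0.70 for *Nef-sp* intron sense reads, −0.33 for *Klk1b21*, 0.48 for RLTR10B2, 0.39 for RLTR10B and 0.33 for RLTR10-int. These are shrunken values, in which DESeq2 pulls fold changes toward 0 by a prior. A DESeq2 fit with such a prior on the counts of each category, computed here, gave −1.09, −0.70, −0.33, 0.48, 0.39 and 0.33 for the same features, and without the prior −1.96, −1.19, −0.86, 0.78, 0.71 and 0.46. The correlation between the recomputed shrunken log2 fold changes and those of the authors' deposited table was 0.99998 across the 12415 gene exon sense features, which are not independent replicates. The adjusted p in the authors' deposited table is 2.2e-55 and 0.0581 for *Nef-sp* exon and intron sense reads, 0.0049 for *Klk1b21*, 1.9e-04 for RLTR10B2, 0.0145 for RLTR10B and 0.032 for RLTR10-int. With DESeq2 and the prior, the recomputed adjusted p was 2.2e-55, 0.0577, 0.0049, 1.8e-04, 0.0144 and 0.032 for these features in the same order.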

## DISCUSSION

Here we examined the biochemical properties of the uncharacterized mammalian nuclease family member NEF-sp. We show that *Nef-sp* transcripts are detected exclusively in mouse testes. Our efforts to detect the endogenous protein in mouse testes extracts and visualize it in testes sections failed. Since our rabbit polyclonal antibodies detect transiently expressed HA-mNEF-sp in human cell cultures (data not shown), we conclude that perhaps abundance of the endogenous protein is below the detection limit of our antibodies. We demonstrate that hNEF-sp is a 3′ → 5′ exoribonuclease that is active on ssRNA substrates and likely functions in the nucleolar compartment. The importance of the two RNA-recognition motifs (RRMs) in the protein was not examined in this study, but these may perhaps help identify certain RNA substrates. Alternatively, potential protein complexes formed by the enzyme might help select the RNA targets. However, in vitro nuclease assays used RNAs with a variety of sequences and these were all efficiently processed.

Human NEF-sp is a highly conserved protein, with orthologs having a similar domain architecture being detected in amphibians, reptiles, birds, and mammals. Although proteins bearing similarity within the region encompassing the nuclease domain of NEF-sp are detected in insects, they lack the two tandem RRMs. A similar situation exists in the budding yeast *Saccharomyces cerevisiae*, where RNA exonuclease 1 (Rex1p)/Rnh70p/yGR276 (van Hoof et al. 2000) bears similarity to the nuclease domain of NEF-sp. Rex1p is a nuclear protein that is shown to use its 3′ → 5′ exonuclease activity to trim the extended 3′ end of precursors of 5S rRNA, tRNA^Arg^, and tRNA^Met^ (van Hoof et al. 2000; Ozanick et al. 2009). 5S rRNA is transcribed by RNA polymerase III as precursors with a 3′ extension. Such extended 5S rRNA or tRNA precursors accumulate in the *REX1* mutant yeast (van Hoof et al. 2000) and also become polyadenylated by nuclear surveillance machinery (Ozanick et al. 2009). However, this maturation process mediated by Rex1p is not essential for viability. In fact, the presence of the 3′-extended 5S rRNA precursors do not seem to affect the maturation of rRNA in ribosomes (Nariai et al. 2005), as sufficient mature rRNA and tRNA molecules get made due to the action of a number of redundant nucleases (van Hoof et al. 2000; Ozanick et al. 2009).

Our own analysis of the *Nef-sp* mouse knockout mutant revealed no obvious phenotype. Testis transcriptome analysis did not reveal any dramatic change in RNA species, except for the *Nef-sp* transcript itself (Fig. 4G). Some repeat transcripts were up-regulated in the mutant, but failure to silence them seems to have no consequence for mouse fertility (Fig. 4H). It is possible that precise trimming of the unknown substrate(s) may not be important for viability/fertility due to potential complementation by other nucleases. Nevertheless, our study provides the first biochemical and genetic characterization of the mammalian NEF-sp exoribonuclease.

## MATERIALS AND METHODS

### Clones and constructs

The coding sequences for human (LOC8169) and mouse (2610020H08Rik; MGI:1919402) RNA exonuclease 5 (Rexo5) or *Nef-sp* were amplified by reverse transcription PCR (RT-PCR) from adult human testes total RNA (Clontech, cat no. 636533) or mouse testes RNA, respectively. GenBank accession numbers are human *NEF-sp* (NM_001199053), mouse *Nef-sp* long isoform (KY853396), and mouse short isoform (KY853397). For mammalian cell culture expression, the following coding sequences were cloned into the SalI and NotI sites of the vector pCI-neo-N-HA (Pillai et al. 2005): hNEF-sp (1–774 aa), hNEF-sp^ΔNLS^ (58–774 aa), mNEF-sp (1–784 aa), mNEF-sp^ΔNLS^ (53–784 aa), and mNEF-sp short isoform (1–696 aa).

### Cell culture and antibodies

Human epithelioid cervix carcinoma (HeLa) and mouse NIH/3T3 cell lines growing on coverslips in 12-well plates were transfected with 2.5 µg of expression plasmids using X-tremeGENE HP (DNA Transfection Reagent, Roche; 06366236001). Subcellular localization of HA-tagged proteins was examined using the anti-HA as primary antibody, followed with staining by secondary antibody anti-mouse-IgG coupled Alexa Fluor 488 (Invitrogen). Cells were examined under an inverted confocal microscope Leica TCS SP2 AOBS.

### Recombinant human NEF-sp production

For production of recombinant proteins using the eukaryotic expression systems we used the following ovary-derived insect cells: Sf21 from the Fall Army worm *Spodoptera frugiperda* or High Five (Hi5) from the cabbage looper, *Trichoplusia ni*. The full-length human NEF-sp (1–774 aa) or a mutant version (hNEF-sp^Mut^) carrying a point mutation (D313A) were cloned into the NheI and KpnI sites of the vector pACEBac2 (6xHis-Strep-SUMO-TEV-fusion) (Bieniossek et al. 2012). Proteins were purified by Ni^2+^-affinity chromatography in lysis buffer (25 mM Tris, pH 7.5, 500 mM NaCl, 5 mM of β-mercaptoethanol, 0.5% Tween, 20 mM imidazole, 5 mM MgCl_2_, 10% of glycerol) supplemented with protease inhibitor (Roche; Complete EDTA-free). The protein was further purified on a Heparin column (HI-Trap; GE Healthcare) and monodisperse fractions collected by gel filtration chromatography (25 mM Tris, pH 7.5, 500 mM NaCl, 5 mM of β-mercaptoethanol, 0.5% Tween, and 10% of glycerol) (Superdex 200; GE healthcare). Proteins were used in nuclease assays without removal of the tags.

### Nuclease assay

The ssRNA (Microsynth) and ssDNA (Invitrogen) substrates (see list below) were labeled at the 5′ end with [γ-^32^P]ATP (PerkinElmer; NEG002A001MC) and T4 polynucleotide kinase (Thermo Scientific; EK0031). The labeled probes were resolved in 15% denaturing urea–polyacrylamide gels, and full-length labeled RNAs were gel-eluted with 0.3 M NaCl followed by phenol–chloroform extraction, precipitation and resuspension in 20 µL of RNase-free water.

RNA and DNA duplexes were made as described: 100 µM of the top strand was labeled at the 5′ end with [γ-^32^P]ATP and resolved in 20% in denaturing urea–polyacrylamide gels. The full-length labeled oligonucleotides were eluted in 600 µL of elution buffer (300 mM NaOAc, 1 mM EDTA, and 0.5% SDS) overnight at 4°C followed by precipitation using 1.8 mL of 100% ethanol and 2 µL of glycogen. The pellets were resuspended in 16 µL of water and annealing reactions were performed using 2 µL of 100 µM unlabeled complementary strand and 2 µL of 10× duplex-annealing buffer (100 mM MOPS, pH 6.5, 10 mM EDTA, and 0.5 M KCl) followed by heating the samples to 95°C and gradually cooled down to room temperature. The oligonucleotide duplexes were resolved on 15% nondenaturing PAGE followed by gel elution and precipitation as described above.

We mixed 1 µL of RNA/DNA substrate with 1 µM of purified recombinant human NEF-sp proteins (wild-type or point mutant [D313A]) and incubated at 37°C for 1 h in buffer (25 mM Tris–HCl, pH 7.5, 150 mM NaCl, 2 mM DTT). Divalent metal ions needed for the reaction were provided by supplementing the reaction with 25 mM MgCl_2_ or 2.5 mM MnCl_2_. When required, 150 mM EDTA was added to chelate Mg^2+^ ions. Treatment with Proteinase K was used to terminate the reaction, followed by phenol–chloroform extraction of the RNA and precipitation with ethanol. The samples were resolved by electrophoresis on 15% denaturing urea–polyacrylamide gels and exposed overnight to a Phosphor Storage screen (GE Healthcare Life Sciences). Screens were scanned using a Typhoon Scanner (GE Healthcare Life Sciences). ssRNA1 was used for the nuclease assays of Figure 2, B and C. Figure 2D was made using ssRNA1, ssRNA2, and ssRNA3. The nuclease assay with 2-*O*-Met modification at the 3′ end was done using ssRNA2 (without modification) and ssRNA 2-*O*-Met_1 (Fig. 2E). dsRNA was obtained by annealing ssRNA4 and ssRNA5 (Fig. 2F), and dsDNA by annealing ssDNA1 and ssDNA2 (Fig. 2G). Hairpin 1 (without overhangs) and Hairpin 2 (with 10-nt 3′ overhang) were used for the nuclease assays of Figure 2H.

### Mouse mutant generation

The coding sequence in the *Nef-sp* locus of the mouse genome was disrupted using the RNA-guided Cas9 endonuclease (Cas9 nickase [Cas9n]) and a pair of guide RNAs (gRNAs) (Mouse Biology Program, University of California, Davis). The *Cas9n* mRNA and the in vitro transcribed gRNAs (gRNA L1 and R4) were used for injection into C57B1/6J host embryos for mouse generation using one-cell stage injection (Fig. 4B). The founder females carrying a 23-bp out-of-frame deletion were crossed with wild-type C57Bl/6J Rj males (Janvier Labs, France) to establish the mutant line.

#### Tail genomic DNA isolation and genotyping PCR conditions

Tails were digested in buffer (50 mM Tris–HCl, pH 8.0, 100 mM EDTA, 100 mM NaCl, 1% SDS with 25 µg of Proteinase K) at 55°C overnight. DNA was precipitated with isopropanol, washed in 70% (v/v) ethanol and resuspended in 10 mM Tris–HCl, pH 8.0. To identify the F1 animals we used a pair of primers, the forward primer (represented in blue) complementary to the region spanning the deleted region and the reverse primer around 500-bp downstream from the deletion (Fig. 4D). To distinguish between heterozygous and homozygous mice, an additional PCR was done using a forward primer that only anneals to the wild-type allele (represented in orange) (Fig. 4D).

Genotyping primers: SS323 (5′-GGTTTCATAACTTGACTGTG-3′), SS330 (5′-CAGATAGCAGTCCCCTCTTT-3′), and SS336 (5′-GGATTACGGAAACTCAAAGTG-3′). 

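Primer SS330 matches the plus strand of chromosome 7 in mm9 from 126961948 to 126961967, inside the 23 deleted bases. Primer SS336 matches the minus strand from 126962425 to 126962445, with 454 bp between the last deleted base and its match. Primer SS323 has 0 perfect matches on chromosome 7 of the reference, and its 20 bases, GGTTTCATAACTTGACTGTG, are those of the allele with the deleted bases removed. From these positions, the product of SS330 and SS336 on the wild-type allele is 498 bp, and that of SS323 and SS336 on the knockout allele is 485 bp.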

The PCR reactions were performed in 1× Taq Buffer (Fermentas), 200 µM dNTPs, 0.25 µM primers, 2.5 µM of MgCl_2_, 2 µL of DNA template, and 0.5 µL of Taq DNA polymerase in a final volume of 25 µL. PCR conditions were 95°C for 5 min, then 40 cycles of 30 sec at 95°C, 30 sec at 60°C and 30 sec at 72°C, and a final step at 72°C for 5 min.

### Total RNA libraries and bioinformatics

Total testicular RNA was isolated by TRIzol Reagent (Invitrogen cat. no. 15596026). Strand-specific RNA-seq libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina) after removal of abundant ribosomal RNAs with Ribo-Zero (mouse). Libraries were sequenced with the Illumina HiSeq 2000 platform (EMBL Heidelberg Gene Core facility) for 50 cycles.

Reads were sorted into individual libraries based on the barcodes; the 3′ adapter sequences were removed and mapped to the mouse genome (mm9). The software used for processing the data (genomic coordinates, etc.) from the raw data files are in-house tools developed by the Sachidanandam laboratory (Olson et al. 2008). Only reads perfectly matching the genome were kept for further analysis. The reads were divided into groups based on their annotation (repeat sense, repeat antisense, gene exon sense, gene exon antisense, gene intron sense, gene intron antisense, ncRNA sense, ncRNA antisense, miRNA sense, miRNA antisense, none) and their counts were compared between *Nef-sp*^−/−^ and *Nef-sp*^+/−^. DESeq2 bioconductor package (Love et al. 2014) was used to search for differentially expressed transcripts. An adjusted *P*-value of 0.05 was used as a threshold for statistical significance.

RNA secondary structures were predicted using the Mfold web server (Zuker 2003).

## DATA DEPOSITION

Deep sequencing data sets generated in this study are deposited with the Gene Expression Omnibus (GEO) under accession number GSE97235.

How the deposited data were processed for this re-analysis (not part of the article)

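Testicular total RNA of *Nef-sp*-/- and *Nef-sp*+/- mice at postnatal day 60 was sequenced in 4 strand-specific libraries, 2 per genotype. Genotype and replicate number were taken from the sample labels. The text introducing the experiment speaks of wild-type mice, while the methods, the legend of Fig. 4F and the labels give *Nef-sp*+/- as the control, which was used. All columns of per-sample values were matched to a library by the library code in the labels.

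The authors removed adapters, mapped the reads to mm9 with in-house tools, kept perfect matches and deposited raw counts of reads for each feature, annotation category and strand. Versions of these tools and the treatment of reads with several matches are not given in the paper's text. The authors also deposited, for each feature, a mean normalized signal over the 4 libraries, which is the count divided by DESeq2 size factors. Their log2 fold change of *Nef-sp*-/- over *Nef-sp*+/- was deposited beside it and is shrunken. The authors deposited p-values and adjusted p-values of the same DESeq2 comparison. At the smallest p of the gene exon sense, gene intron sense and repeat sense categories, the ratio of adjusted to raw p equaled the 12415, 6616 and 699 features of the category, and the adjusted p equaled a Benjamini-Hochberg adjustment within each category.

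From the counts, log2 fold changes and p-values were computed with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test after TMM normalization. Each annotation category with at least 20 features past the expression filter of edgeR (minimum count 10) was fitted separately, without covariates, and p-values were adjusted within the category. Standard errors were obtained from the log2 fold change and its F statistic. Normalized counts are counts divided by the effective library size relative to its mean over libraries. Sets of features were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and a prior count of 2. Its p rests on a model across features, not on an exact test of the libraries, and was adjusted by the Benjamini-Hochberg method over the 7 sets tested. Category shares were compared by an exact two-sided permutation test, which cannot go below 0.333 with 2 libraries against 2. Confidence intervals of read shares are Wilson intervals at 95% and cover counting error only.

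The rule for the genes and repeats named, and the alternatives below except where stated, were set before the data were examined. Named are those the paper names, in each category the 10 features with the largest absolute log2 fold change among those below the threshold without overlap between genotypes or otherwise the 3 with the smallest p, and members of the lists of exoribonuclease genes, 5S rRNA and tRNA features, RLTR10 elements and genes next to *Nef-sp* with an adjusted p below the threshold within their list. Symbols in the table that differ from current ones were matched through the synonyms of a RefSeq gene table, used for names only.

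The totals per library were between 20659865 and 34442517 reads. The test was checked on simulated counts with the library sizes and means of the real features, in which it recovered 43 of 50 gene exon sense features changed by 0.75 on the log2 scale and called 15 of 10528 unchanged ones. For 578 simulated repeat sense features, it recovered 8 of 10 changed by 0.75 and called 2 of 538 unchanged ones. Each of the changes 0.5, 0.75, 1 and 2 was given to 50 gene exon sense and 10 repeat sense features. Recovery may be lower where few features change, because the Benjamini-Hochberg threshold is then stricter.

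The alternatives were the size factors of DESeq2 in edgeR, the library size over all categories without TMM, no expression filter, at least 10 counts in every library, DESeq2 1.42.0 without and with its prior on fold changes, a single fit over all categories, the replicate number as a block, and each library left out in turn. The replicate numbers come from the labels, which do not say that same-numbered animals were littermates or were processed together. A block with the numbers crossed between genotypes was added after the deviations of same-numbered libraries were seen to be negatively correlated, and the alternatives for GSAT_MM were run after its value was seen.

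The positions of the guides, primers and deletion were found by exact matching to chromosome 7 of mm9, and the annotation was GENCODE vM1 on the same build. Stretches of 50 bases shared between transcripts were counted on its protein-coding transcripts. Figures were drawn with matplotlib 3.10.9. Read-level files were not analysed here, so that reads across the deletion were not examined.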

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

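Both tests below were chosen after the result was seen. GSAT_MM, the major satellite repeat, was looked at again because it had a large sense difference between genotypes and is an element the paper does not discuss. Its log2 fold change was 3.05 (standard error 0.464, adjusted p = 0.0053 from edgeR's quasi-likelihood test over 578 repeat sense features), and both *Nef-sp*-/- libraries were above both *Nef-sp*+/- libraries. The raw sense counts were 35 and 74 in *Nef-sp*+/- replicates 1 and 2 and 139 and 564 in *Nef-sp*-/- replicates 1 and 2. Across 8 alternative fits without shrinkage, run for this element after its value was seen, the log2 fold change was between 2.79 and 3.11 and the adjusted p between 8.3e-07 and 0.52. The adjusted p was above the threshold with the library size of all categories (0.427), without an expression filter (0.0577), with DESeq2 (0.135) and with a single fit over all categories (0.52). With the prior of DESeq2 on fold changes, the log2 fold change was 0.10 (adjusted p = 0.839). When each library was left out in turn, the log2 fold change ran from 1.78 to 3.69, and it was lowest without *Nef-sp*-/- replicate 2.

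Genomic DNA left in the RNA is a candidate explanation for satellite reads, and it would put 50% of them on each strand. In the *Nef-sp*-/- libraries together, 70.7% of GSAT_MM reads were sense (Wilson 95% interval 67.8 to 73.5), so the reads were not evenly divided between strands. Antisense reads also rose, with a log2 fold change of 2.83 (adjusted p = 0.119). How reads with several matches were assigned, which bears on satellites, is not stated in the paper's text and was not tested. A difference between single animals may also produce the pattern: the normalized count of *Nef-sp*-/- replicate 2 was 3.75 times that of *Nef-sp*-/- replicate 1, and with 2 libraries per genotype the pattern cannot be told apart from such a difference. Whether the difference between genotypes is biological was therefore not settled.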

How the results depend on the processing

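The direction of the *Nef-sp* exon and intron sense, *Klk1b21*, RLTR10B, RLTR10B2, RLTR10-int and GSAT_MM log2 fold changes was the same in all fits run, including the 4 that each left out a library. *Nef-sp* exon sense was called in all 9 alternative fits with both libraries of each genotype, with an adjusted p from 3.2e-162 to 1.2e-04 in the 8 without shrinkage. Where a call changed, the cause was not tested. Adjusted p across the same 8 fits ran from 6.3e-12 to 0.52 for *Nef-sp* intron sense, from 7.1e-19 to 0.563 for *Klk1b21*, from 0.0018 to 0.339 for RLTR10B, from 1.9e-04 to 0.339 for RLTR10B2 and from 0.001 to 0.764 for RLTR10-int.

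With DESeq2, there were 2 gene exon sense calls without and 2 with its prior, in place of 1, as *Klk1b21* was added at −0.86 (adjusted p = 0.0043) and −0.33 (adjusted p = 0.0049). *Nef-sp* intron sense was not called, at −1.19 without and −0.70 with the prior, which left 0 gene intron sense calls in place of 1. Within the RLTR10 family, 3 elements passed with DESeq2 in place of 5.

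With the library size of all categories and no TMM, there were 0 gene intron sense and 0 repeat sense calls, and 1 call in the other categories, a snoRNA. *Nef-sp* intron sense was −1.16, RLTR10B 0.73, RLTR10B2 0.80 and RLTR10-int 0.48, all above the threshold, and 3 RLTR10 elements passed within the family. The median log2 fold change was 0.02 for repeat sense and −0.02 for gene exon sense features with this scaling. With a single fit over all categories, there were 0 gene intron sense and 0 repeat sense calls, with *Nef-sp* intron sense at −1.14, RLTR10B at 0.74, RLTR10B2 at 0.82 and RLTR10-int at 0.50. Without an expression filter, there were 0 gene intron sense calls, with *Nef-sp* at −1.19, and 2 repeat sense calls in place of 4, with RLTR10-int at 0.47.

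The deviations of same-numbered libraries had correlations of −0.08, −0.14 and −0.21 across gene exon sense, gene intron sense and repeat sense features, which are not independent replicates. Fits with a block leave 1 residual degree of freedom. With the replicate number as a block, RLTR10-int was no longer called at 0.46, and 3 repeat sense features were called. There were 4 calls in the other categories, namely GSAT_MM, LSU-rRNA_Hsa and SSU-rRNA_Hsa antisense and a snoRNA, and 3 RLTR10 elements passed within the family. With the crossed block, chosen after these correlations were seen, there were 99 gene exon sense calls, 42 higher and 57 lower, and 1 of them was shared with the fit without a block. There were also 2 gene intron sense calls, *Nef-sp* and *Rps3*, the latter named after its value was seen. Repeat sense had 14 calls, 7 higher and 7 lower, 4 of them shared, and repeat antisense had 7 calls. *Klk1b21* was called at −0.84 with this block.

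The camera p of the ERVK elements was 0.0024, against 0.0066 with the replicate block and 0.0500 with the inter-gene correlation estimated from the data. The set includes the RLTR10 elements that the paper called from the same libraries, so that this p is not independent of them. No exoribonuclease gene, 5S rRNA or tRNA feature or gene next to *Nef-sp* passed within its list with DESeq2 or the replicate block. Leaving out each library in turn gave log2 fold changes from 0.72 to 0.83 for RLTR10B2 and from 0.42 to 0.51 for RLTR10-int. The difference in the share of repeat sense reads ran from −0.509 to 0.0167 percentage points across these 4 sets of libraries, and it changed sign without *Nef-sp*-/- replicate 1. Counts of calls were not computed with a library left out, because 1 genotype then has 1 library. Shares with and without the category none could not be compared, because its reads were not used here. A change of 0.5 on the log2 scale was recovered for 4 of 10 simulated repeat sense features, so that changes of this size in repeats can be missed.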

Differences from the paper's values

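Values of the paper are those of the table in Fig. 4H, read by eye. The *Nef-sp* exon sense log2 fold change was −1.97, against about −1.1 in Fig. 4H. For *Nef-sp* intron sense it was −1.18, against about −0.70 in Fig. 4H, and for *Klk1b21* −0.84, against about −0.33 in Fig. 4H. RLTR10B2 had 0.78, against about 0.48 in Fig. 4H, RLTR10B had 0.71, against about 0.39 in Fig. 4H, and RLTR10-int had 0.46, against about 0.33 in Fig. 4H. Of the alternatives set before the data were examined, DESeq2 with its prior on fold changes gave −1.09, −0.70, −0.33, 0.48, 0.39 and 0.33 for these features and closed the gap in each. Leaving out *Nef-sp*+/- replicate 1 also brought *Klk1b21* within the replicate SD of the paper's value, at −0.57. No other alternative set before the data were examined closed any of these gaps.

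The log10 of the adjusted p from edgeR was −5.39 for *Nef-sp* exon sense, against the paper's about −55 in Fig. 4H. The adjusted p was 0.0084 for *Nef-sp* intron sense, against about 0.058 in Fig. 4H, and 0.468 for *Klk1b21*, against about 0.0049 in Fig. 4H. DESeq2 closed these gaps, with a log10 of −54.6 for *Nef-sp* exon sense and adjusted p of 0.0608 and 0.0043 without the prior, and −54.7, 0.0577 and 0.0049 with it, and the other alternatives did not. For the repeats, the log10 of the adjusted p was −2.28 for RLTR10B2, against about −6.6 in Fig. 4H, and −1.97 for RLTR10B, against about −4.4 in Fig. 4H, and the adjusted p was 0.0269 for RLTR10-int, against about 1.4e-04 in Fig. 4H. None of the alternatives set before the data were examined closed these gaps. The unadjusted p in the authors' deposited table is 2.7e-07, 4.2e-05 and 1.4e-04 for these elements, and the adjusted p there is 1.9e-04, 0.0145 and 0.032. For each of these elements, the value read from Fig. 4H thus lies at the unadjusted p of that table, not at its adjusted p.

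The number of gene exon sense features below the threshold was 1, against about 2 in Fig. 4H, where *Klk1b21* is listed beside *Nef-sp*. DESeq2 without and with the prior gave 2, and the other alternatives set before the data were examined gave 1. The fit with crossed replicate numbers, chosen after seeing the values, gave 99 and called *Klk1b21*, at −0.84. The legend of Fig. 4G states that no other transcript changed significantly, while *Klk1b21* has an adjusted p of 0.0049 in the authors' deposited table and was called here by DESeq2. *Nef-sp* intron sense reads passed the threshold here with an adjusted p of 0.0084. The text states no change in repeats besides the RLTR10 elements, while GSAT_MM sense reads passed the threshold here with an adjusted p of 0.0053 from edgeR and not with DESeq2 (0.135).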

Other observations

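The tests of ERVK elements, of exoribonuclease genes, of genes next to *Nef-sp* and of shared stretches of *Klk1b21* were set before their results were seen, as were the splits for gene exon sense and repeat sense reads. The list of 5S rRNA and tRNA features and the tests of its single features were also set beforehand, while the test of that list as a set was chosen afterwards. The other tests in this part were chosen after the result they bear on was seen.

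Within the gene exon sense, gene intron sense and repeat sense categories, the 4 libraries can be split into 2 and 2 in 3 ways. The split by genotype parts both pairs of same-numbered libraries, and 1 other split does so too: *Nef-sp*+/- replicate 1 with *Nef-sp*-/- replicate 2 against *Nef-sp*+/- replicate 2 with *Nef-sp*-/- replicate 1. This split gave 9 gene exon sense calls against 1 by genotype, and 64 gene intron sense calls against 1, so that 2 of these 2 splits reached the count by genotype in both categories. For repeat sense reads it gave 0 calls against 4, so that 1 of the 2 splits reached it. At an unadjusted p below 0.05, it had 863 gene exon sense, 505 gene intron sense and 89 repeat sense features, against 515, 80 and 29 by genotype. The remaining split, by replicate number, parts no such pair and gave 0 calls in each category, with 189, 88 and 7 features at an unadjusted p below 0.05. With so few splits, no share of splits under 0.05 is possible, so that this comparison cannot show whether the counts by genotype exceed those of an arbitrary grouping. The libraries closest to each other over gene exon sense features were *Nef-sp*+/- replicate 2 and *Nef-sp*-/- replicate 1, with a chi-square per degree of freedom of 3.04, against 8.53 for the *Nef-sp*+/- pair. The labels name no batch, and what these libraries share was not tested.

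The drop of 74.4% in *Nef-sp* exon sense reads may in part come from the requirement of perfect matches, because reads across the deletion cannot match on the knockout allele. For transcript ENSMUST00000106520, with 2441 positions for a read of 50 bases on the wild-type allele and 2371 on the knockout allele, equal transcript levels would give a drop of 1.45% from *Nef-sp*+/-, which carries both alleles, to *Nef-sp*-/-. The intron sense reads, which the deletion does not touch, fell as well. Whether lower transcription or transcript decay is behind the drop was not tested.

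The RLTR10B, RLTR10B2 and RLTR10-int sense reads had a mean log2 fold change of 0.65, and their antisense reads one of 0.17. Genomic DNA in the libraries would add about as many reads to each strand. For RLTR10-int, the log2 fold changes were close, at 0.46 sense and 0.42 antisense. Its mean normalized counts, however, rose from 759 to 1045 sense and only from 115 to 151 antisense. RLTR10B2 went from 318 to 547 sense and from 54.6 to 57.3 antisense. RLTR10B went from 228 to 373 sense and from 80.0 to 82.3 antisense. For these elements, the unequal rises argue against genomic DNA as the source. With libraries scaled to all reads of the table, the log2 fold changes were no smaller, at 0.80 for RLTR10B2, 0.73 for RLTR10B and 0.48 for RLTR10-int, so that scaling within the repeat category did not produce the size of the rise. Each adjusted p was above the threshold with this scaling, so that the calls depend on it. A wider rise of ERVK elements may contribute. The 119 ERVK elements outside the RLTR10 family were higher as a set in *Nef-sp*-/- by camera's unadjusted p of 0.0395, but not after adjustment over the 7 sets tested (adjusted p = 0.0691 from limma). They had a median log2 fold change of 0.05, 76 of them above 0, and a median between 0.05 and 0.09 across the scalings and fits compared. With the family included, the camera p for 127 elements was 0.0024 (adjusted p = 0.0083 from limma), 0.0066 with the replicate block and 0.0500 with the correlation estimated from the data. This set was chosen because the elements in Fig. 4H, called by the paper from the same libraries, are ERVK elements. Its p with these elements included is therefore no independent evidence of a wider rise.

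*Klk1b21* reads were lower in both *Nef-sp*-/- libraries. Reads shared with paralogs are a candidate explanation, as 28.2% of its 50-base stretches occur in transcripts of other genes and *Klk1b24*, *Klk1b27* and *Klk1b22*, chosen after their values were seen, had log2 fold changes of −0.68, −0.91 and −0.56. The share of stretches does not give the share of reads. If reads were spread evenly over the stretches, losing every shared read would lower *Klk1b21* by 28.2%, less than its drop of 44.2%. For *Klk1b24*, *Klk1b27* and *Klk1b22*, the shared stretches were 32.2%, 14.4% and 13.3%. Their drops of 37.5%, 46.6% and 32.4% were also larger. With an even spread, shared reads alone thus do not account for these drops. The spread was not examined, so shared reads are not excluded. Fewer Leydig cells may also lower the *Klk1b21* reads. As a set, 14 Leydig cell marker genes, from a list of 15 written before the test, had the direction down by camera with an unadjusted p of 0.595 (adjusted p = 0.638 from limma), while 9 of 14 were higher in *Nef-sp*-/-. An unadjusted p below 0.05 was found for 2 of the 14, *Cyp11a1* at −0.35 and *Cyp17a1* at −0.27, both named after their values were seen and with adjusted p of 0.859 and 0.954 from edgeR. The set was thus not shown to be lower. A difference between animals was not tested, but *Nef-sp*+/- replicate 1 had the highest normalized count of *Klk1b21* and of each of these paralogs. Without this library, the *Klk1b21* log2 fold change was −0.57, and without *Nef-sp*+/- replicate 2 it was −1.12. *Klk1b22* had 219 in *Nef-sp*+/- replicate 1, but 106 in replicate 2, against 104 and 103 in *Nef-sp*-/-. The gene was called by DESeq2 and by edgeR with the crossed block, chosen after seeing the data (adjusted p = 7.1e-19), and not by edgeR without a block (adjusted p = 0.468) or in the other edgeR fits, where the adjusted p ran from 0.0544 to 0.563.

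The paper raises the possibility that other nucleases make up for the loss of *Nef-sp*. A rise in their transcripts was tested on a list of 51 names of nucleases and their cofactors, of which 46 genes were tested. This list, called exoribonuclease genes here, is not limited to exoribonucleases. It also holds *Exo1*, *Exo5*, *Exog*, *Wrn*, *Trex1*, *Elac1* and *Elac2*. None had an adjusted p below the threshold over the list or over all genes, and 1 had an unadjusted p below 0.05, *Exosc1*, at −0.24, named after its value was seen. The set as a whole was not higher in *Nef-sp*-/-, with a camera p of 0.638 (adjusted p = 0.638 from limma) and a median log2 fold change of −0.01. The largest increase was 0.19. This covers transcript levels only.

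Yeast Rex1p, named in the paper's Discussion, trims 5S rRNA and tRNA precursors, and its loss may be expected to raise such reads. Of 17 repeat sense features with 5S or tRNA in their names, which include a small cytoplasmic RNA and MamSINE1, 8 passed the expression filter. None had an adjusted p below the threshold over the list or over all features, and 2 had an unadjusted p below 0.05, 5S rRNA and tRNA-Asn-AAC, the latter at −0.94 and named after its value was seen. As a set they were lower, not higher, in *Nef-sp*-/- by camera's unadjusted p of 0.0249, but not after adjustment over the sets (adjusted p = 0.0581 from limma), with 6 of 8 below 0 in each scaling compared. 5S rRNA had a log2 fold change of −0.56 (adjusted p = 0.157 over the list), with normalized counts of 249.1 and 448 in *Nef-sp*+/- and 273 and 207 in *Nef-sp*-/-, so that the genotypes overlapped. Precursors and mature forms are not separated in these counts, and the libraries were depleted of ribosomal RNA. The counts therefore cannot decide whether such precursors accumulate in *Nef-sp*-/- testes.

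Of the 5 genes annotated on each side of *Nef-sp* in GENCODE vM1, 5 of the 10 were matched in the table and tested. None had an adjusted p below the threshold over the list or over all genes, and none had an unadjusted p below 0.05. An effect of the deletion on neighboring genes was tested by the smallest adjusted p over the list, 0.798, for *Lyrm1* and *Dcun1d3*, with log2 fold changes of 0.09 and 0.07. *Exod1* (*Eri2*), on the opposite strand and overlapping the first bases of *Nef-sp*, had 0.07.

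Antisense reads of SSU-rRNA_Hsa had normalized counts of 8495 and 16040 in *Nef-sp*+/- and 33370 and 20341 in *Nef-sp*-/-, and those of LSU-rRNA_Hsa 5943 and 10665 in *Nef-sp*+/- and 19858 and 13347 in *Nef-sp*-/-. Their adjusted p was 0.119 from edgeR and 0.997 from DESeq2. They passed the threshold with the replicate block and with the crossed block, and in none of the other fits. LSU-rRNA_Hsa sense reads had a log2 fold change of −0.01. No explanation of this pattern was tested.

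Groups did not overlap for 34.5% of the 10728 gene exon sense features and 29.6% of the 578 repeat sense features, where chance gives 33.3% for 2 libraries against 2.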
